# Hmo1 Promotes Efficient Transcription Elongation by RNA Polymerase I in *Saccharomyces cerevisiae*

**DOI:** 10.3390/genes15020247

**Published:** 2024-02-15

**Authors:** Abigail K. Huffines, David A. Schneider

**Keywords:** RNA polymerase I, high mobility group protein 1, rRNA

## Abstract

RNA polymerase I (Pol I) is responsible for synthesizing the three largest eukaryotic ribosomal RNAs (rRNAs), which form the backbone of the ribosome. Transcription by Pol I is required for cell growth and, therefore, is subject to complex and intricate regulatory mechanisms. To accomplish this robust regulation, the cell engages a series of trans-acting transcription factors. One such factor, high mobility group protein 1 (Hmo1), has long been established as a trans-acting factor for Pol I in *Saccharomyces cerevisiae*; however, the mechanism by which Hmo1 promotes rRNA synthesis has not been defined. Here, we investigated the effect of the deletion of *HMO1* on transcription elongation by Pol I in vivo. We determined that Hmo1 is an important activator of transcription elongation, and without this protein, Pol I accumulates across rDNA in a sequence-specific manner. Our results demonstrate that Hmo1 promotes efficient transcription elongation by rendering Pol I less sensitive to pausing in the G-rich regions of rDNA.

## 1. Introduction

In eukaryotes, there are at least three RNA polymerases (Pols), which are required for transcribing unique DNA targets into RNA. Pol I synthesizes the 18 S, 5.8 S, and 25 S ribosomal RNAs (rRNAs), Pol II synthesizes messenger RNA (mRNA), and Pol III synthesizes transfer RNAs (tRNAs) and the 5 S rRNA. Transcription factors are essential for efficient RNA synthesis and are critical for regulating the unique activities of the three Pols. These factors promote initiation, elongation, and/or termination and are often exclusive to one or sometimes two of the three Pols. In fact, out of the myriad of known transcription factors, only one, TATA-binding protein (TBP), is part of the transcription machinery of all three Pols [1]. This diverse collection of transcription factors demonstrates the complexity of the regulatory mechanisms that govern RNA synthesis.

One superfamily of transcription factors, high mobility group (HMG) proteins, is conserved and found in abundance throughout eukaryotes [2]. This superfamily is composed of three subfamilies, HMGA, HMG-Box (HMGB), and HMGN, which are distinguished by their different functional motifs [3,4,5,6]. The proteins in the HMG-Box subfamily, which is the largest of the three, contain at least one HMGB that facilitates their DNA-binding properties [7,8]. Upon binding, these proteins are thought to mediate DNA organization, possibly by inducing looping and bending [9]. One such protein in *S. cerevisiae* (yeast) is high mobility group protein 1 (Hmo1), which has been identified to be part of the transcription machinery for both Pols I and II. Although Hmo1 is exclusively found in yeast [10], it is considered to be the functional analog of upstream binding factor (UBF) in humans due to its partial sequence conservation and shared localization to the nucleolus (the location of transcription by Pol I) in their respective species [11]. UBF is an important component of the pre-initiation complex and promotes the maintenance of accessible active ribosomal DNA (rDNA) repeats [12,13,14,15]. Similar to UBF, previous literature has demonstrated that Hmo1 localizes to rDNA and the promoter region of genes that encode for ribosomal proteins, indicating that Hmo1 plays a role in ribosome biogenesis [16]. However, it is still unclear whether the mechanism by which Hmo1 activates transcription in yeast is the same as UBF in humans.

Since its initial discovery [17], the precise mechanism of transcriptional activation by Hmo1 has remained elusive. However, a recent study demonstrated that Hmo1 may regulate transcription by Pol II through coordination with Topoisomerase 1 (Top1) and Topoisomerase 2 (Top2; [18]). Topoisomerases, including Tops 1 and 2, are highly conserved proteins that alleviate and resolve DNA supercoiling, which naturally occurs during replication and transcription [19]. The results of that study showed that Hmo1 and Top2 occupy the same region of Pol II-transcribed genes (outside of the open reading frame) and that this region is associated with negative supercoiling. Likewise, they determined that in both *hmo1Δ* and *top2-ts* mutants, there was a decrease in negative supercoiling in these regions. Finally, their findings indicated that Tops 1 and 2 could partially compensate for each other since Top1 was localized to the normal binding range for Top 2 in *top2-ts* mutants. Collectively, these results suggest that the interplay between Hmo1 and Tops1 and 2 is important for resolving positive supercoiling and maintaining a negatively supercoiled state in the yeast system, thus promoting efficient transcription. Furthermore, it has been shown that the mammalian HMGB protein, HMGB1, interacts with the human topoisomerase topoIIα, suggesting that this mechanism could be conserved throughout eukaryotes [20].

If rDNA topology is influenced by interactions between topoisomerases and Hmo1, then we predict that there could be an effect on transcription elongation by Pol I in yeast cells lacking *HMO1* (*hmo1Δ*). To test this, we used native elongating transcript sequencing (NET-seq), which allows for the mapping of polymerase occupancy (global positioning) at single-nucleotide resolution. Based on what has been previously described for Pol II, we hypothesized that without Hmo1, the efficiency of transcription elongation by Pol I would be reduced. Using this technique, we determined that in *hmo1Δ* yeast, Pol I occupancy is significantly altered across the rDNA, especially at the 3′ end of the 35 S gene, in a sequence-specific manner. This study demonstrates that Hmo1 is an important transcription elongation factor, and without it, Pol I is significantly more prone to pausing during rRNA synthesis.

## 2. Materials and Methods

### 2.1. Native Elongating Transcript Sequencing (NET-seq)

Two strains of yeast, wild-type ((His)7-(HA)3-*RPA135::TRP1*) and *hmo1Δ* ((His)7-(HA)3-*RPA135::TRP1, hmo1Δ*::*URA4*), were used for this study. NET-seq samples were generated in triplicate for each strain. Experiments were performed exactly as previously described [21,22,23,24,25]. In brief, one liter per replicate (three replicates per strain; six liters in total for the entire study) was grown using YEPD at 30 °C with nutation until reaching an OD600 of 0.3. Cells were rapidly harvested via filtration and lysed under cryogenic conditions using the same technique as described in previous publications. After lysis, anti-HA beads were blocked overnight at 4 °C, and immunoprecipitation for Pol I was performed according to previously published methods. The total RNA was extracted with acidic phenol (pH 4.3) and chloroform. After the extraction, a unique molecular identifier (UMI; [21,22,23,24,25]) containing DNA oligo was ligated onto the 3′ end of the extracted RNAs. Next, reverse transcription was performed, and DNAs between 120 and 600 bp were excised and extracted from 10% polyacrylamide gel. The gel-extracted DNA was circularized, and the libraries were amplified (primer sequences are included in Table 1). Finally, libraries were prepared for sequencing with PCRCLEAN DX beads by following the manufacturer’s suggested protocol. Reads were sequenced using an Illumina NextSeq 500 sequencer with the same sequencing primer as described previously [21,22,23,24,25].

### 2.2. NET-seq Data Processing and Analysis

After sequencing, libraries were processed and analyzed exactly as previously described [21,22,23,24] with software and versions included in Table 2. First, the read quality and quantity for each sample were assessed with FastQC. Fqtrim was used to reduce PCR bias by deduplicating reads based on their UMI sequence, and cutadapt was used to remove the 5′ and 3′ adaptor sequences. Alignment to the yeast genome (*S. cerevisiae* assembly 64-1-1) was conducted with STAR. After alignment, output BAM files were sorted, indexed, and converted to BED files with BEDTools. The resulting BED files were used to generate genome coverage files containing the chromosome, position, and counts at each position. These files were imported into RStudio for visualization of the data via R.

### 2.3. NET-seq Data Visualization

Visualized data (represented in Figure 1, Figure 2 and Figure 3 and Supplementary Figure S1) were normalized by dividing the number of counts at each position by the total number of counts for that sample. Data were organized and compiled into a data frame containing the coordinate, 35 S region, normalized individual counts, normalized mean and median counts, and statistical analysis results (included in GEO submissions, accession information below). Initial histograms comparing the Pol I occupancy patterns between replicates within the same strain (Figure 1), as well as the moving average plots (Figure 1B and Figure 2), were generated via the built-in plotting function of R (with the installation of the RcppRoll package for the moving average plots). The median comparison histograms for Pol I occupancy (Figure 1A and Figure 2) were created with ggplot2. The principal component analysis (Figure 1C) was conducted and visualized with ggfortify. Finally, the sequence enrichment analysis in Figure 3 was generated using the DiffLogo package. All statistical analyses (Spearman correlation test and Kolmogorov–Smirnov test) were performed using R. Raw and processed files are included on the Gene Expression Omnibus database, with the WT files available at GSE216460 and the *hmo1Δ* files available at the GSE247981 accession. R scripts used for the visualization of data and the generation of all figures are available upon request.

## 3. Results

### 3.1. Pol I Occupancy Is Increased in hmo1Δ Yeast

To test whether Hmo1 promotes Pol I transcription elongation, we deployed NET-seq [26] to investigate Pol I occupancy patterns at single-nucleotide resolution [21,22,23,24,25,27]. Triplicate samples were prepared, libraries were generated for both WT and *hmo1Δ* yeast, and the reads mapping to the 35 S rDNA gene were isolated and plotted. 

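NET-seq isolates RNA that is still bound to Pol I, and the 3′ end of each RNA marks the last nucleotide that the polymerase had incorporated. The 3 *hmo1Δ* replicates were grown at 30 °C to an OD600 of 0.3 and purified through the HA tag on Rpa135, a subunit of Pol I. The authors deduplicated the reads by UMI with fqtrim 0.9.7, removed adaptors with cutadapt 3.4, aligned them with STAR 2.7.1a to assembly R64-1-1 and computed coverage per position with BEDTools 2.28.0. The deposited values are normalized counts (RPM), the reads at a position scaled to a total of 1000000, at 6858 positions of the 35S gene *RDN37-2*, which lies on chromosome XII from 460712 to 467569 and is transcribed toward the lower coordinate. Counted from the start of the transcript, ETS1 covers positions 1 to 700, ITS1 positions 2501 to 2861, ITS2 positions 3020 to 3251 and ETS2 positions 6648 to 6858. The spacers hold 1504 positions and the mature rRNAs hold 5354. In each *hmo1Δ* replicate the values from position 1 to the T1 terminator at position 6739 summed to 1000000, so the 119 positions after T1 were not part of the total. The values were whole multiples of a step that 1 read is worth, at 99.9% of positions or more in each replicate. From these steps, replicates 1, 2 and 3 held 3704662.5, 1985964 and 2813120 reads, where 5 positions of replicate 1 and 2 positions of replicate 3 did not come out whole. The median spacer position held 124.5, 68.5 and 84.5 reads in replicates 1, 2 and 3, which gives counting errors of 8.96%, 12.1% and 10.9%. In the deposited table 10 positions are listed at 0 in both strains, and 9 of them lie at the 3′ ends of the mature rRNAs. The WT libraries belong to an earlier series, and their single replicates are not used here. WT values are the authors' median, or where stated their mean, printed with no error of their own. The only test across the samples of the strains was the authors' own test per position. It was also recomputed in its unequal-variance and equal-variance forms from their means and coefficients of variation. Strain and library series cannot be told apart. Ratios were computed as each *hmo1Δ* replicate over the authors' WT median, with the mean and SD taken over the replicates.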

The data were normalized by dividing the number of reads at each single-nucleotide position by the total read count for each individual replicate. These normalized counts were used to generate all figures included in this study. 

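Across the 6858 positions of the 35S gene, the Spearman coefficient was 0.978 between *hmo1Δ* replicates 1 and 2, 0.986 between replicates 1 and 3, and 0.974 between replicates 2 and 3. Within the spacers the coefficients ranged from 0.976 to 0.983. ETS2, the spacer with the fewest reads, gave the lowest coefficients, from 0.944 to 0.955. Neighbouring positions are not independent, so no *p*-value is given. The median coefficient of variation per position was 10.7% over the 3 *hmo1Δ* replicates. Chi-square per degree of freedom was 5.26 to 6.39 for the pairs of replicates, where counting noise alone gives values near 1, so the replicates differed by more than counting noise. Of the alternatives tried, restricting the comparison to mature rRNA positions moved the mean coefficient most, from 0.980 ± 0.0061 (SD over 3 pairs) to 0.973.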

Histograms (visualized as individual replicates (left panels) and as an overlay of all three replicates (middle panels)) and Spearman correlation coefficient values (right panels; all comparisons > 0.9) indicated that Pol I occupancy patterns were highly reproducible across replicates within the same strain (Supplementary Figure S1).

After determining that NET-seq was reproducible between replicates for both of the strains analyzed in this study, we next used this tool to compare occupancy patterns between WT and *hmo1Δ* yeast. For each strain, the median Pol I occupancy across the three replicates was plotted and overlaid (Figure 1A). To probe for significant differences between strains, a Student’s *t*-test was performed at every single-nucleotide position. If a significant difference was detected (*p*-value < 0.05), this was indicated with a green line for an increase or a black line for a decrease in the *hmo1Δ* vs. WT strain. These results are included in the bar (the significance bar) below the median occupancy histogram (Figure 1A). 

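The occupancy of each *hmo1Δ* replicate, as log2(RPM + 1) smoothed over 75 positions, was compared with itself at lags of 100 to 1000 positions. The highest autocorrelation maximum lay at a lag of 296, 298 and 302 positions in replicates 1, 2 and 3, a mean of 299 ± 3.06 positions (SD, n = 3). Its height was 0.288 ± 0.022 (SD, n = 3). Shuffling blocks of 75 positions 10000 times gave one-sided permutation *p*-values of 0.0242, 0.0536 and 0.0143 for replicates 1, 2 and 3. The authors' WT median had its maximum at a lag of 311 positions, with a height of 0.227. With smoothing over 25 positions, the highest maximum of the *hmo1Δ* median moved to a lag of 185 positions (permutation *p* = 0.0125). Within 25S alone, the *hmo1Δ* median gave its maximum at a lag of 740 positions, with a permutation *p*-value of 0.705. With each region's mean subtracted over the whole gene, the permutation *p*-value was 0.412.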

The resultant data display a somewhat periodic pattern for both strains (consistent with the previously published crosslinking and analysis of cDNA (CRAC) data [28]). Interestingly, the abundance of black and green in the significance bar indicates that Pol I occupancy is significantly altered at the majority of positions in the 35 S gene in *hmo1Δ* yeast vs. WT. Furthermore, there are peaks of high occupancy in the WT profile that are lower in the *hmo1Δ* strain and vice versa. 

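In the authors' deposited table, 6848 of the 6858 positions have a *p*-value, and it is under 0.05 at 3341 positions (48.7%). By the medians, occupancy was higher in *hmo1Δ* at 1904 of these positions and lower at 1437. With a threshold of 0.01 the authors' deposited table gives 1507 positions, and after Benjamini-Hochberg adjustment over the gene 1723 positions have an adjusted value under 0.05. The deposited *p*-values equal the unequal-variance form of the authors' test. Its equal-variance form, chosen after seeing the data, gave 3809 positions (55.5%) with a *p*-value under 0.05. The shares of the authors' deposited *p*-values under 0.05 were 73.1% in ITS1, 75.4% in ITS2, 53.1% in 18S, 47.3% in ETS1, 43.6% in ETS2 and 42.6% in 25S. In 18S, 607 of 956 such positions in the authors' deposited table were lower in *hmo1Δ*, whereas in ITS1 241 of 264 were higher. Counted from the single replicates, all 3 *hmo1Δ* replicates lay above the authors' WT median at 3028 positions (44.2%) and all 3 lay below it at 2549 positions (37.2%). With no difference between strains, 20% of positions would be reached in each direction. All 3 replicates were above the WT median at 80.1% of positions in ITS1, 82.8% in ITS2, 79.1% in ETS2 and 48.0% in ETS1. In 18S, 32.6% of positions had all 3 replicates above the WT median and 49.8% had all 3 below it.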

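The positions named here were chosen by a rule set before the data were examined, from the highest spacer positions and those with the largest rise and fall. By the difference in RPM, the largest rise of a spacer position with all 3 *hmo1Δ* replicates above the WT median was at position 6661 in ETS2, at 1369 ± 363 RPM (SD, n = 3) against the authors' WT median of 595 RPM. The neighbouring position 6662 reached 1524 ± 462 RPM (SD, n = 3) against 1012 RPM in WT, but replicate 2 was at 994 RPM, below WT. These positions lie 14 and 15 nucleotides after the end of 25S and directly before the residues annotated as cleaved by Rnt1, at positions 6663 to 6697. Here 3′ ends left by Rnt1 cleavage cannot be told apart from 3′ ends of RNA held by Pol I. The 2 positions held 28.6% ± 3.50 (SD, n = 3) of ETS2 occupancy in *hmo1Δ* and 37.8% in WT. Position 106 in ETS1 rose to 645 ± 96.6 RPM (SD, n = 3) from 115 RPM, and position 2666 in ITS1 rose to 629 ± 70.1 RPM (SD, n = 3) from 75.5 RPM. Position 166 in ETS1, the third highest spacer position in *hmo1Δ*, had 777 ± 23.4 RPM (SD, n = 3) against 302 RPM. These are folds of 2.30 at position 6661, 5.61 at position 106 and 8.33 at position 2666. Among spacer positions, the 3 largest falls in RPM with all replicates below the WT median were in ETS1. Position 336 was at 177 ± 25.2 RPM (SD, n = 3) against 795 RPM in WT, position 232 at 482 ± 30.0 RPM against 1019 RPM, and position 102 at 351 ± 44.3 RPM against 772 RPM. The fall at position 102 lies close upstream of the rise at position 106, so neither describes the level of that stretch. Over the whole gene, the highest *hmo1Δ* median was at position 1031 in 18S, where 2224 ± 398 RPM (SD, n = 3) did not separate from the WT value of 2140 RPM. The highest WT median was at position 2498, near the 3′ end of 18S, where *hmo1Δ* had 2280 ± 352 RPM (SD, n = 3) against 4629 RPM. Its *hmo1Δ* mean was above that of position 1031, but its *hmo1Δ* median was below, at 2125 against 2298 RPM. It adjoins positions 2499 to 2501, which are listed at 0 in both strains. The paper states that these libraries contain mature rRNA, and its share at positions 1031 and 2498 was not measured.

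**Figure D1:**
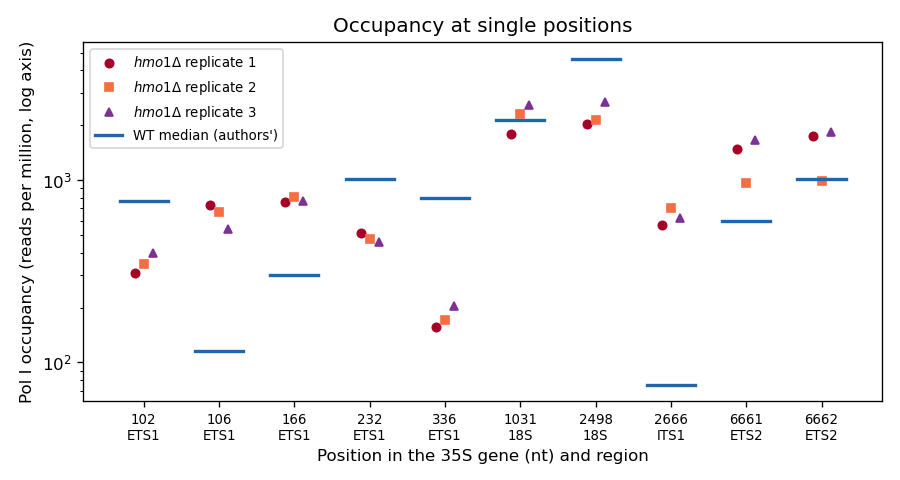
Pol I occupancy in RPM (log axis) at the named positions of the 35S gene. Points are the 3 *hmo1Δ* replicates and bars are the authors' WT median, which the replicates straddle at positions 1031 and 6662. The signal may include mature rRNA at positions 1031 and 2498, and 3′ ends left by Rnt1 cleavage at 6661 and 6662.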

While we cannot deduce kinetic information from NET-seq results due to the lack of a time variable, the simplest interpretation of NET-seq data is that high peaks represent Pol I pausing, while low peaks represent more rapid transcription by Pol I. Therefore, Figure 1A indicates that Pol I pause sites are modified in *hmo1Δ* yeast vs. WT. These patterns were confirmed by plotting the moving average of the median occupancy between strains (Figure 1B) and by performing a principal component analysis (PCA) between the samples (Figure 1C). 

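The gene was divided into 34 windows of 200 positions. All 3 *hmo1Δ* replicates were above the authors' WT median in 14 windows and below it in 13, and in 7 windows they fell on both sides. The mean log2 ratio exceeded 0.5 in size in 2 windows. They were positions 2601 to 2800 in ITS1, with a log2 ratio of 0.99 ± 0.05 (SD, n = 3), and positions 3001 to 3200, mostly ITS2, with 0.52 ± 0.05. The largest decreases were in 18S and did not separate from each other. They were positions 801 to 1000, with a log2 ratio of -0.29 ± 0.05 (SD, n = 3), and positions 1401 to 1600, with -0.29 ± 0.03. The highest moving average of the authors' WT median was 285 RPM, centred on position 1250, where *hmo1Δ* had 230 ± 11.3 RPM (SD, n = 3). The highest moving average of *hmo1Δ* was 232 ± 4.51 RPM (SD, n = 3), centred on position 5861. The principal component analysis needs single WT replicates and was not analysed here.

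**Figure D2:**
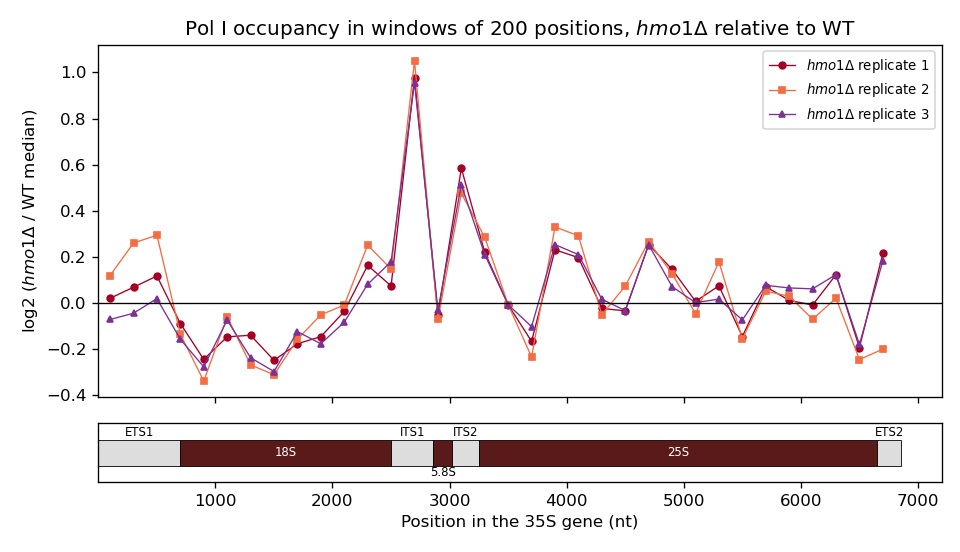
Log2 ratio of *hmo1Δ* occupancy to the authors' WT median in windows of 200 positions, for each of the 3 *hmo1Δ* replicates, above a map of the 35S gene with mature rRNAs in dark and spacers in light shading. The highest point of each replicate lies in ITS1.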

Altogether, from these results, we conclude that Hmo1 promotes efficient transcription elongation and the resolution of Pol I pausing either directly or indirectly.

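The rank order of positions differed more between strains than between replicates. The Spearman coefficient of single *hmo1Δ* replicates with the authors' WT median ranged from 0.826 to 0.877 over the 35S gene, below each coefficient between *hmo1Δ* replicates. Over mature rRNA positions the coefficient with WT was 0.839 ± 0.038 (SD, n = 3), and over spacer positions it was 0.791 ± 0.012. The paper takes as the simplest interpretation that high peaks represent Pol I pausing and low peaks more rapid transcription, while stating that NET-seq has no time variable. From the peaks that rose and fell in *hmo1Δ* together with the moving average and the principal component analysis, the paper concludes that Hmo1 promotes elongation and the resolution of pausing, directly or indirectly.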

In previous publications, we demonstrated that Pol I NET-seq libraries contain mature rRNA contamination [23,24]. Therefore, an in-depth analysis of the spacer regions (ETS1, ITS1, ITS2, and ETS2) is critical to focus exclusively on the nascent RNA signal. 

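Mature rRNA positions held 90.1% ± 0.26 (SD, n = 3) of the summed occupancy in *hmo1Δ* and 93.2% of the authors' WT median. The spacers held 9.91% ± 0.26 (SD, n = 3) in *hmo1Δ* and 6.82% in WT, and the share was above WT in 3 of 3 replicates. ETS1 accounted for 4.48% ± 0.378 of the *hmo1Δ* total and 4.24% in WT. ITS1 accounted for 2.35% ± 0.033 against 1.11%, ITS2 for 2.08% ± 0.045 against 1.05% and ETS2 for 0.998% ± 0.185 against 0.425%. The occupancy values are scaled to a total made up mostly of mature rRNA positions. Without the 1% of positions with the highest *hmo1Δ* median, the spacer share in *hmo1Δ* was 10.3%.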

To investigate Pol I occupancy in the spacers, the median occupancy and the moving average of the median occupancy (using a window size of 75 positions) were analyzed and plotted for each strain in the four spacer regions (Figure 2A–D), the same way as described in Figure 1A,B. For each region, we deployed the Kolmogorov–Smirnov (K-S) test, which probes for significant differences in the distribution patterns between strains (resultant *p*-values are included above each panel; Figure 2A–D). Overall, we observed that in both strains, there are peaks and valleys of Pol I occupancy, which are significantly different in relation to each other in all four spacer regions, confirming the altered pause profile in the *hmo1Δ* vs. WT strain (as observed in Figure 1). Furthermore, these occupancy pattern changes were exacerbated in the ITS1, ITS2, and ETS2 regions (the middle and the 3′ ends of the 35 S gene) in *hmo1Δ* vs. WT yeast. 

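The K-S test was run on the occupancy values of all positions of a spacer, *hmo1Δ* median against the authors' WT median, 2-sided and with positions taken as independent. The distance between the distributions was 0.090 in ETS1 (n = 700 positions, *p* = 0.0069), 0.310 in ITS1 (n = 361, *p* = 1.62e-15), 0.371 in ITS2 (n = 232, *p* = 2.86e-14) and 0.246 in ETS2 (n = 211, *p* = 5.44e-06). Benjamini-Hochberg adjustment over the 4 spacers left the highest of these at 0.0069. The same K-S test between single *hmo1Δ* replicates gave a *p*-value of 0.0117 for replicates 2 and 3 in ETS1, and 0.103 or more for the other 11 comparisons. The K-S test compares the values without regard to where they lie in the spacer, and a change in overall level is enough to separate them. When the values of each strain were divided by that spacer's own total, the K-S *p*-values were 0.0227 in ETS1, 0.456 in ITS1, 0.0681 in ITS2 and 0.742 in ETS2, and the lowest adjusted value was 0.0907. With only 1 in 5 positions, the K-S *p*-value was 0.320 in ETS1, 0.00476 in ITS1, 4.03e-04 in ITS2 and 0.0702 in ETS2. The distances were then 0.114, 0.288, 0.426 and 0.279 in the same order, smaller than with all positions only in ITS1. Higher *p*-values of this K-S test thus came with fewer positions and do not show a weaker difference.

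**Figure D3:**
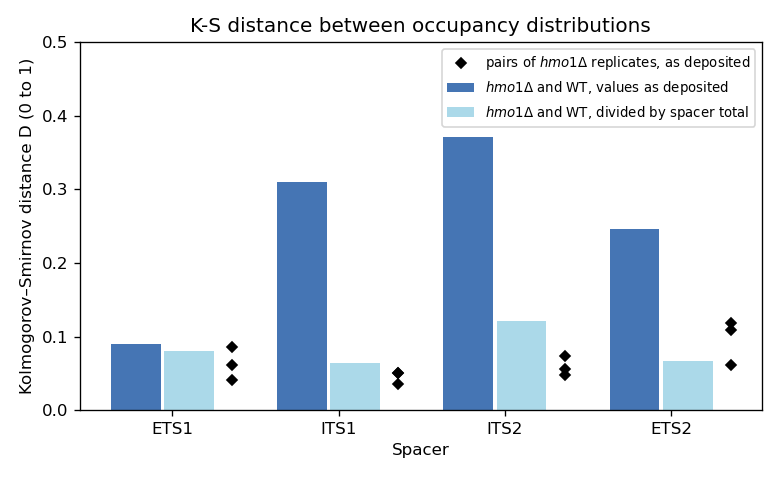
K-S distance between the *hmo1Δ* and WT medians in each spacer, for values as deposited (dark bars) and after division by the spacer total (light bars). Diamonds are the 3 pairs of single *hmo1Δ* replicates, and in ETS1 the highest pair, at 0.0857, is close to the distance between strains.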

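Summed over the spacer, the log2 ratio of *hmo1Δ* to the authors' WT median was 1.08 ± 0.02 (SD, n = 3) in ITS1, 0.99 ± 0.03 in ITS2 and 1.22 ± 0.28 in ETS2. These are folds of 2.12, 1.99 and 2.35, and each was above WT in 3 of 3 replicates. In ETS1 the log2 ratio was 0.08 ± 0.12 (SD, n = 3), with 2 replicates above WT and 1 below, a difference within the spread between replicates. The mature 18S rRNA was at -0.15 ± 0.01 (SD, n = 3) and 25S at 0.01 ± 0.01. The ETS2 value was lowest in replicate 2, at 0.89, against 1.39 and 1.37 in replicates 1 and 3. Positions 6648 to 6662, before the Rnt1 residues, held 50.3% ± 6.39 (SD, n = 3) of ETS2 in *hmo1Δ* and 57.7% in WT. Their log2 ratio was 1.01 ± 0.47 (SD, n = 3), and that of the Rnt1 residues was 1.68 ± 0.09. Between these residues and T1 it was 0.88 ± 0.14, and after T1 it was 1.66 ± 0.24. How much of the ETS2 signal comes from 3′ ends left by Rnt1 cleavage was not measured. With moving averages over 75 positions, all 3 *hmo1Δ* replicates were above the WT median at 100% of window positions in ITS1, ITS2 and ETS2, and at 36.3% in ETS1. The spacer values depend on the scaling. When the 4 spacers were scaled to their own total, the log2 ratio was 0.54 in ITS1, 0.45 in ITS2, 0.67 in ETS2 and -0.46 in ETS1.

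**Figure D4:**
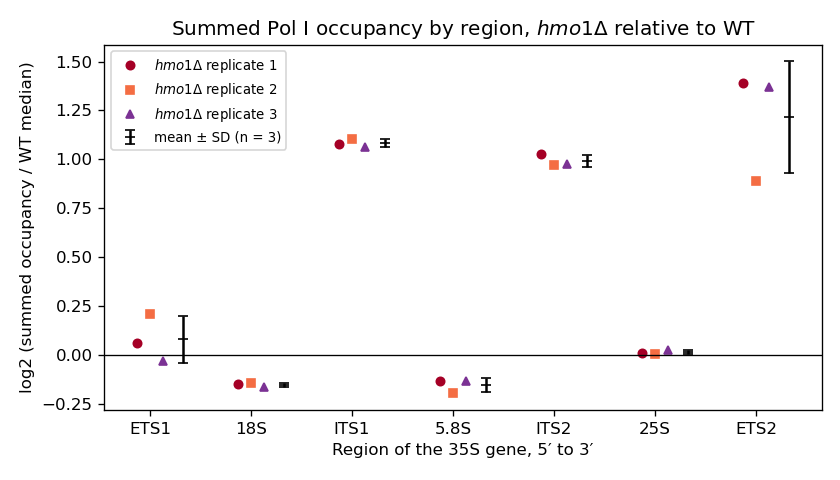
Log2 ratio of summed occupancy to the authors' WT median for the 7 regions of the 35S gene in 5′ to 3′ order. Points are the 3 *hmo1Δ* replicates and bars their mean and SD. The replicates lie at 0.89 or above in ITS1, ITS2 and ETS2 and on both sides of 0 in ETS1.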

Altogether with Figure 1, these results suggest that Hmo1 is an important transcription elongation factor for Pol I and may promote efficient topology maintenance throughout the rDNA, which is consistent with the proposed function of this factor for Pol II [18].

### 3.2. Pol I Is Sensitive to T/G-Rich Regions in hmo1Δ Yeast

Based on the median occupancy histograms and spacer analysis (Figure 1 and Figure 2), we determined that the Pol I occupancy patterns were altered in the *hmo1Δ* strain compared to WT. Therefore, we next investigated whether this altered pause propensity in the mutant was sequence-dependent by generating a DiffLogo (Figure 3). For the DiffLogo, reads mapping to the spacer regions were isolated, and the top 2.5% occupied positions were identified (consistent with previous publications [21,22,23,24,25]). 

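The top 2.5% of the 1504 spacer positions are 38 positions in each strain. By the *hmo1Δ* median, 15 of them lay in ETS1, 7 in ITS1, 11 in ITS2 and 5 in ETS2. By the authors' WT median, 27 lay in ETS1, 3 in ITS1, 6 in ITS2 and 2 in ETS2. The strains shared 16 positions (42.1%), with a 95% Wilson interval from 27.9% to 57.8%. Pairs of single *hmo1Δ* replicates shared 84.2% to 86.8% of their top positions, so the overlap with WT was below the overlap between replicates. Single replicates shared 39.5% to 44.7% with WT.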

In Figure 3, enriched sequences are included for *hmo1Δ* on top (JS divergence > 0), with WT underneath (JS divergence < 0). The last incorporated nucleotide (LNT) is indicated by the black arrow. These data demonstrate that in the *hmo1Δ* strain, Pol I is particularly sensitive to G-rich regions that are directly downstream of T-rich regions. 

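Base content was counted relative to the 3′ end of the RNA, with offset -1 as the last incorporated nucleotide, at the top 2.5% spacer positions of each strain. The offsets were read from Figure 3, which was made from the same samples, so the test is not independent evidence. At offsets -20 to -11, T made up 46.1% of bases in the *hmo1Δ* set and 35.8% in the WT set, a difference of 10.3 percentage points (2-sided permutation test, *p* = 0.00557, adjusted over the 2 tests 0.0111). Sets from single *hmo1Δ* replicates gave 44.6% ± 1.99 (SD, n = 3) T, and all spacer positions gave 32.9%. At offsets -10 to -1, G made up 29.5% of bases in the *hmo1Δ* set and 26.8% in the WT set, a difference of 2.63 percentage points (permutation test, *p* = 0.356). The single replicates gave 30.9% ± 1.30 (SD, n = 3) G, with 3 of 3 above the WT set, and all spacer positions gave 23.0%. When the top 2.5% of each spacer were taken on their own, the difference was 3.42 points for T (permutation test, *p* = 0.312) and 7.11 points for G (permutation test, *p* = 0.016). Of 9 alternatives, 6 kept the permutation *p*-value under 0.05 for T and 6 left it at 0.05 or more for G. Offset by offset, none of 240 comparisons of a base at an offset passed Benjamini-Hochberg adjustment, and 4 had an unadjusted *p*-value under 0.05. The largest Jensen-Shannon divergence was at offset -17, where T made up 55.3% in *hmo1Δ* and 28.9% in WT (permutation test, *p* = 0.0038, adjusted 0.914). In the other 3, G was less frequent in *hmo1Δ* than in WT. It made up 10.5% against 28.9% at offset -18 (permutation test, *p* = 0.0205), 18.4% against 39.5% at offset +2 (permutation test, *p* = 0.0164) and 10.5% against 28.9% at offset +3 (permutation test, *p* = 0.0215).
Across 1470 spacer positions, the log2 change in *hmo1Δ* was correlated with G content at offsets -10 to -1 (r = 0.265, *p* = 1e-04, the smallest that 10000 circular shifts can give, adjusted 2e-04), and single replicates gave r from 0.226 to 0.293. For T at offsets -20 to -11, r was 0.085 (permutation *p* = 0.115). Positions are not independent replicates. Across 5349 mature rRNA positions, the correlation with G content was 0.249.

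**Figure D5:**
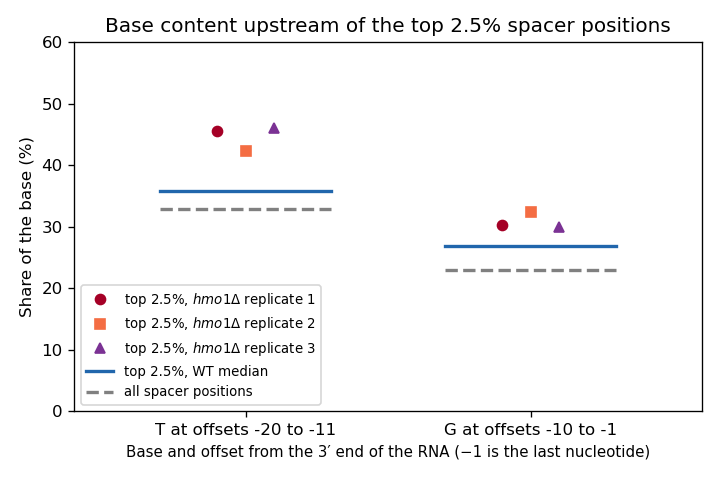
Share of T at offsets -20 to -11 and of G at offsets -10 to -1 upstream of the top 2.5% spacer positions. Points are the 3 *hmo1Δ* replicates, the solid line is the authors' WT median and the dashed line is the share over all spacer positions, below each of them.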

Our findings suggest that Pol I pause sites are reorganized in the absence of *HMO1* and indicate that Hmo1 promotes efficient transcription elongation in a sequence-specific manner.

## 4. Discussion

Hmo1 has been implicated as an activator of transcription by Pol I for over two decades; however, the mechanism by which it promotes rRNA synthesis has remained unclear. Here, we used NET-seq to investigate the function of Hmo1 during rRNA synthesis in high-resolution detail. We found that in *hmo1Δ* yeast, Pol I is sensitive to altered pause sites, especially in G-rich regions of the 35 S gene, suggesting that Hmo1 may interact with topoisomerases to manage the topology of rDNA.

A recent publication demonstrated that Hmo1 may coordinate with and direct the binding of topoisomerases (especially Top2), which is essential for resolving supercoiling, thereby promoting efficient transcription via Pol II [18]. If Hmo1 plays a similar role in rDNA, we would expect that in *hmo1Δ* mutants, there would be a decrease in efficient transcription by Pol I, such as a reduction in the transcription elongation rate and/or an alteration to the pause profile of Pol I. While it is not possible to determine the elongation rate from NET-seq experiments, resultant polymerase occupancy patterns can predict regions of faster and slower elongation rates (the interpretation of peaks and valleys is discussed in detail in the Results Section 3.1 above). To this point, we observed that not only were there significant changes to the Pol I occupancy pattern in the *hmo1Δ* mutants, suggesting altered pausing, but that these alterations were exacerbated in the middle and at the 3′ end of the gene (Figure 1 and Figure 2). Altogether, our data demonstrate that Hmo1 has significant effects on Pol I occupancy and transcription elongation, as some pause sites were enhanced, whereas others were reduced in *hmo1Δ* yeast vs. WT. If Hmo1 is a direct enhancer of the elongation rate, we would expect a similar increase in occupancy across all pause sites. However, since this was not observed, our data support the prediction that Hmo1 could have a conserved function for both Pols I and II. In this case, it would be reasonable to expect that without Hmo1, supercoiling would be either partially resolved or resolved at a slower rate, leading to increased Pol I pausing that would worsen further in the transcribed region, which is exactly what our NET-seq data indicate (Figure 1 and Figure 2). Our data support this hypothesis, but further investigation is required to determine whether Hmo1 and Top2 maintain the topology of rDNA in the same way as Pol II-transcribed genes.

Our findings suggest that Pol I is significantly more prone to pausing, especially in T/G-rich regions, in *hmo1Δ* mutants compared to WT. Previously, it has been established that R-loops, structures containing a DNA/RNA hybrid and one displaced DNA strand, frequently form in rDNA [29] and that in yeast lacking *TOP1*, there is an accumulation of R-loops in this region [30]. Furthermore, it has been proposed that R-loops may form more readily in negatively supercoiled regions that are G-rich [31,32] and that these structures could cause polymerases to stall on the template [33] and even inhibit transcription elongation [34,35]. Therefore, we predict that perhaps the decreased efficiency of transcription in the *hmo1Δ* mutant could provide favorable conditions for R-loops to accumulate in rDNA, increasing Pol I pausing. This is consistent with our DiffLogo results, which indicate that Pol I pauses more frequently in G-rich regions of the 35 S gene in the *hmo1Δ* strain.

In yeast, Hmo1 has been proposed to be the functional analog to the human UBF protein, which is thought to be important for maintaining the euchromatic state of actively transcribed rDNA repeats. Yeast cells contain approximately 200 tandem rDNA repeats, where relatively half are actively transcribed by Pol I in a growing cell [36]. There is a lack of histones occupying these actively transcribed repeats, and instead, these regions are abundantly populated by Hmo1 [37]. The regulatory mechanisms that govern the maintenance of the rDNA chromatin state are still not well-defined, but it is reasonable to expect that transcription factors, such as Hmo1, could play a role in this process. In fact, in mammalian cells, when UBF levels are depleted, the number of active rDNA repeats is reduced [38]. Interestingly, this phenomenon was found to be reversible (the restoration of UBF levels caused a return to the baseline number of active repeats), suggesting that UBF directly regulates the chromatin state of rDNA in humans. Due to the previous study demonstrating that Hmo1 selectively associates with actively transcribed rDNA [37] and the sequence conservation and functional overlap between Hmo1 and UBF [11], we predict that Hmo1 could contribute to the maintenance of active rDNA repeats for Pol I in yeast.

In addition to the roles for Hmo1 proposed above, previous genetic studies further implicate this factor as an important component of Pol I machinery. Interestingly, *hmo1Δ* mutants that contained a secondary full deletion of either *RPA49* or *RPA12* or partial deletion of *RPA43* (*rpa43-12*) were determined to be synthetically lethal [10]. Furthermore, all single mutations (*hmo1Δ, rpa49Δ, rpa12Δ, rpa43-12*) were viable. These subunits interact with each other and Rpa49 and Rpa12, in particular, have been proposed to play various roles in transcription elongation [21,39,40,41]. We hypothesize that mutants that exhibit transcription elongation defects (such as *rpa49Δ* and *rpa12Δ*) could be hypersensitive to the altered pause profile caused by a deletion in *HMO1*, which is consistent with previous genetic studies.

It has long been proposed that Hmo1 is a component of Pol I machinery in yeast, but its mechanism of action remains unclear. Here, our results suggest that without Hmo1, Pol I occupancy is significantly repositioned on the rDNA template, especially in G-rich regions. These findings demonstrate that Hmo1 could play a conserved role in yeast and humans as a mediator of the rDNA chromatin state or that it could regulate transcription by Pols I and II by coordinating with topoisomerases. While indirect, these proposed mechanisms of action by Hmo1 are consistent with previous publications, proposed models for UBF function, and the high-resolution Pol I NET-seq results defined by this study.

## Figures and Tables

**Figure 1:**
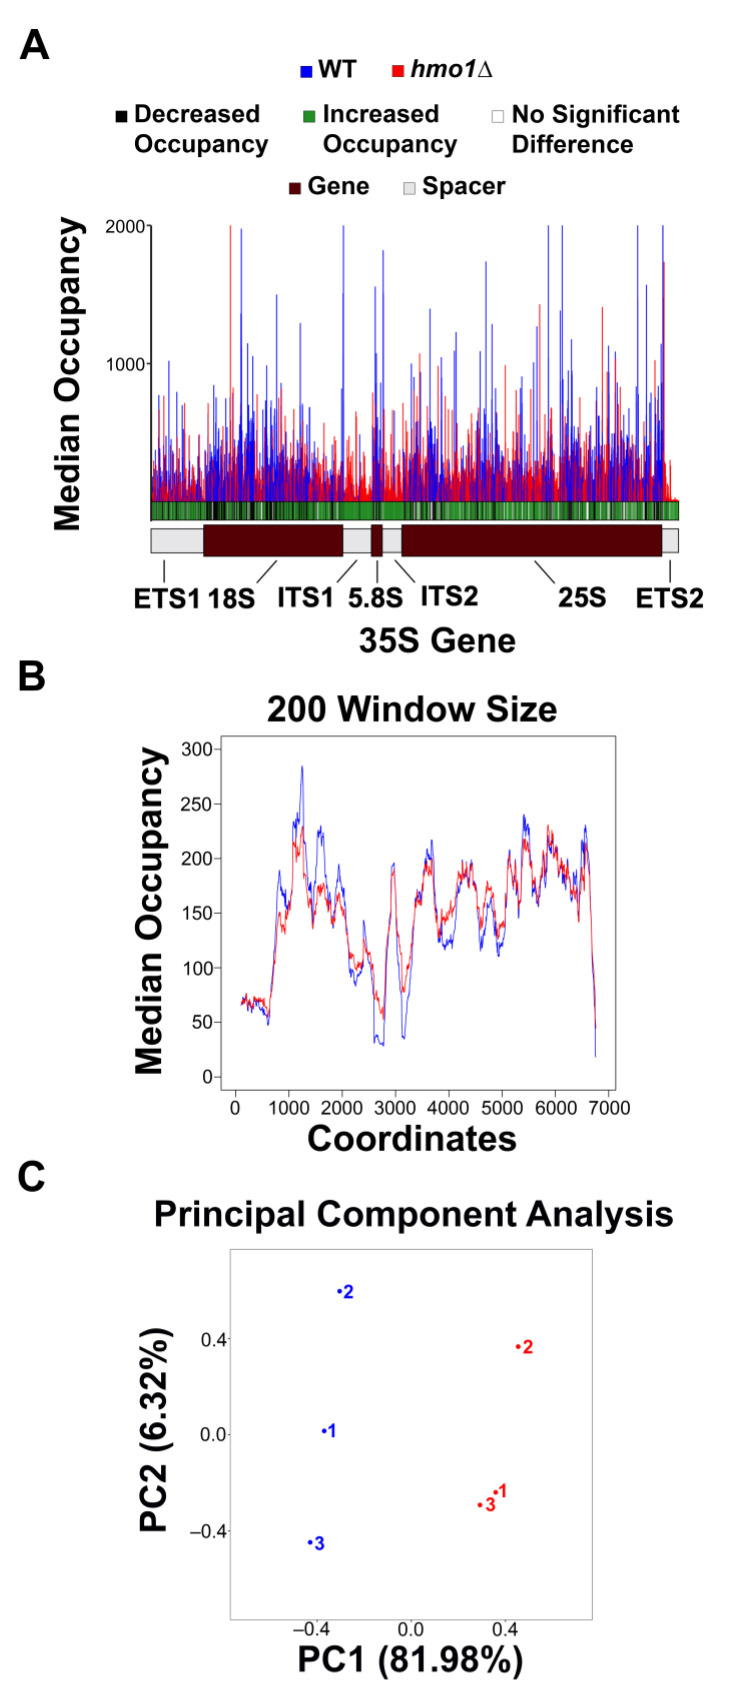
**Pol I occupancy patterns in WT vs. *hmo1Δ* strains.** (**A**) The median Pol I occupancy was plotted for WT (blue) and *hmo1Δ* (red) yeast. Student’s *t*-test was performed, where a significant difference was deemed to be indicated by a *p*-value < 0.05. For *hmo1Δ* with respect to WT, when significance (*p*-value < 0.05) was detected, an increase was recorded as a green line, and a decrease was recorded as a black line in the significance bar directly below the histogram. (**B**) The moving average across a 200-nucleotide window for the WT and *hmo1Δ* strains. (**C**) Principal component analysis was performed and plotted for all the replicates included in this study.

**Figure 2:**
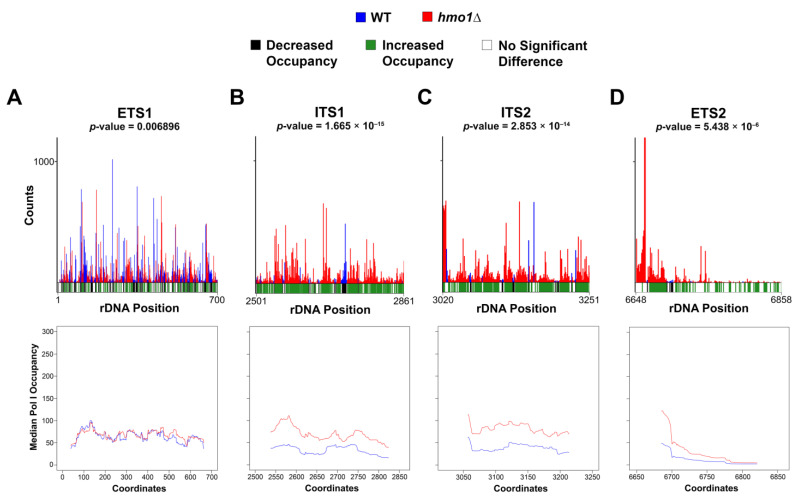
**Spacer region analysis indicates increased Pol I pausing in cells lacking *HMO1*.** Similar to Figure 1A, the median Pol I occupancy across the four spacer regions ((**A**) ETS1, (**B**) ITS1, (**C**) ITS2, and (**D**) ETS2) was plotted via histograms for the WT and *hmo1Δ* strains. As described in Figure 1, a significance bar is included below each histogram, which contains the results from the Student’s *t*-test (green or black represents a *p*-value < 0.05; a green line indicates a significant increase; and a black line indicates a significant decrease in the *hmo1Δ*vs. WT strain). Resulting *p*-values from the Kolmogorov–Smirnov test are included directly above each plot. A moving average plot with a window size of 75 was generated for each spacer region (bottom panels).

**Figure 3:**
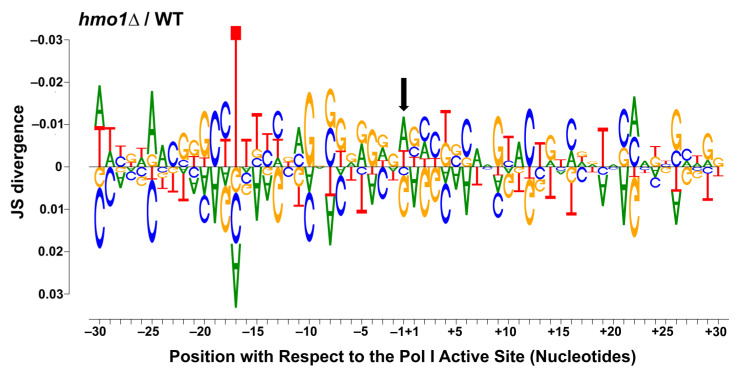
**DiffLogo indicates the repositioning of Pol I in *hmo1Δ* yeast.** A DiffLogo was generated to compare the top 2.5% highest occupied sequences in the spacer regions only for the *hmo1Δ* (top, JS divergence > 0) and WT (bottom, JS divergence < 0) strains. The DiffLogo is centered on the last incorporated nucleotide, which is identified by the black arrow.

**Table 1:** Primer sequences for NET-seq library amplification for each sample.

Sample	Forward Primer	Reverse Primer
WT 1	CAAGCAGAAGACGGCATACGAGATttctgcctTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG
WT 2	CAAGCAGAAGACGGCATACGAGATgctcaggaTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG
WT 3	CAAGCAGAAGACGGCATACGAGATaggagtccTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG
*hmo1Δ* 1	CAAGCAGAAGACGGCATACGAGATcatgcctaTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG
*hmo1Δ* 2	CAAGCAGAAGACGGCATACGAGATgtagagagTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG
*hmo1Δ* 3	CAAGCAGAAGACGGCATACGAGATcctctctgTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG

**Table 2:** Software package versions used for NET-seq data analysis.

Software	Version
Anaconda	5.3.1
BEDTools	2.28.0
car	3.1-2
carData	3.0-5
cba	0.2-23
cowplot	1.1.1
cutadapt	3.4
dae	3.2.19
DiffLogo	2.14.0
dplyr	1.1.3
extrafont	0.19
ez	4.4-0
FastQC	0.11.7
forcats	1.0.0
fqtrim	0.9.7
ggforce	0.4.1
ggfortify	0.4.16
ggplot2	3.4.4
ggpubr	0.6.0
ggseqlogo	0.1
hexbin	1.28.3
matrixStats	0.63.0
pastecs	1.3.21
plyr	1.8.8
proxy	0.4-25
purrr	1.0.1
R	4.0.2
rclone	1.48.0
RcppRoll	0.3.0
readr	2.1.4
RStudio	1.3.959
SAMTools	1.6
scales	1.3.0
seqLogo	1.56.0
STAR	2.7.1a
statmod	1.4.36
stringr	1.5.1
tibble	3.2.1
tidyr	1.3.0
tweedie	2.3.5
zoo	1.8-12

## Data Availability

All raw and processed files are available in the Gene Expression Omnibus database with the WT files available at GSE216460 and the *hmo1Δ* files available at the GSE247981 accession. R scripts used to visualize the data and generate Figure 1, Figure 2 and Figure 3 and Supplementary Figure S1 are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes15020247/s1, Figure S1: Pol I NET-seq is reproducible across triplicate samples.

How the deposited data were processed for this re-analysis (not part of the article)

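The samples were 3 *hmo1Δ* replicates of Pol I NET-seq, mapped to their condition and replicate number from the sample labels and the methods. The authors deduplicated reads by UMI with fqtrim 0.9.7, trimmed adaptors with cutadapt 3.4, aligned with STAR 2.7.1a to S. cerevisiae R64-1-1 and computed coverage with BEDTools 2.28.0. They deposited a table with 1 line for each of the 6858 positions of the 35S gene, on chromosome XII from 460712 to 467569. The region limits of the table match *RDN37-2*, *RDN18-2*, *RDN58-2* and *RDN25-2* of the same assembly. The text does not name how reads from the rDNA copies of the assembly were assigned.

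The *hmo1Δ* columns deposited by the authors hold RPM, reads scaled to a fixed total. Each sums to 1000000 over the positions up to the T1 terminator at position 6739. The WT median column of the authors is also in RPM. A deposited score column gives the authors' WT mean minus their *hmo1Δ* mean, from which the WT mean was computed, and another score column gives the authors' coefficient of variation over the WT replicates. The authors' p-value per position is deposited without adjustment. The 3 columns of single WT replicates belong to samples of another series and were not used. WT values are therefore printed without n or SD, and the principal component analysis was not repeated. The only calculation across the samples of the strains was that of the authors' own test per position, recomputed in its equal-variance and unequal-variance forms from the means, the coefficients of variation and the 3 replicates per strain that the paper states. Strain and library series cannot be told apart.

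Depth was recovered from the step between low values, which is what 1 read is worth. The replicates held 1985964 to 3704662.5 reads, with a median of 2813120. A few values that are not whole multiples were kept. No test on counts was possible, since the single group of samples offers no contrast. Intervals and counting errors cover counting error only. The limit that a count of 0 allows is 3 reads, or 0.811, 1.51 and 1.07 RPM in replicates 1, 2 and 3.

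Spearman coefficients, region shares and log2 ratios of summed occupancy were computed for each *hmo1Δ* replicate and summarised as mean and SD. The K-S test was 2-sided and used the limiting distribution, on the values of all positions of a spacer. Moving averages used windows of 200 positions over the gene and 75 in the spacers. Periodicity was the highest autocorrelation maximum at lags of 100 to 1000 positions of log2(RPM + 1), smoothed over 75 positions, with a one-sided permutation test that shuffled blocks of 75 positions 10000 times. Base content at the top 2.5% spacer positions was compared by a 2-sided permutation of the set label, 100000 times, over positions in only one of the sets. The correlation of change with base content was computed within spacers on log2(RPM + 1), with 10000 circular shifts. Adjustment for multiple tests was by Benjamini-Hochberg. The positions named in the text were, by a rule set before the data were examined, the 3 spacer positions with the highest *hmo1Δ* median, the 3 with the largest rise and the 3 with the largest fall among those with all replicates on that side of WT, and the highest position of the gene in each strain.

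The alternatives were the WT mean, other scalings, spacer edges of 10 positions left out, the highest positions left out, other thresholds, windows, pseudocounts and offsets, and each replicate left out in turn. The calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. They were tested on simulated profiles. Spacer log2 ratios of 0 and 1 came back as 0.00 in ETS1 and 1.02, 1.00 and 1.00 in the other spacers. All 200 changed positions were placed on the right side, 20.2% of 5943 unchanged positions had all 3 replicates above, and 4.50% of 200 comparisons without a difference had a permutation p-value under 0.05. Those 200 comparisons drew spacer positions at random. Clustering of top positions, whose base windows then overlap, was not simulated. A planted period of 300 positions was found at a lag of 303.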

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

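The tests in this part were chosen after the result was seen, and the rule for judging the rise after T1 was revised after its values were known. The paper's analysis of ETS2 covers the spacer as a whole and its values are scaled to the positions up to T1, but the table continues for 119 positions after the T1 terminator, from position 6740 to 6858. Pol I signal was present there in each replicate, with 1659 to 4317 reads. It was 1006 ± 166 RPM (SD, n = 3) in *hmo1Δ* against 315 RPM for the authors' WT median, a fold of 3.20 ± 0.53 that ranged from 2.65 to 3.70 over the replicates. What drew attention to it is a signal in positions that the paper does not discuss, above the level in WT.

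The tables argue against counting noise in *hmo1Δ* as a technical explanation. It is too small, because the lowest replicate's fold less 3 standard errors of its read count was 2.46. The authors' scaling to positions up to T1 changed little, because scaling both strains to all positions gave a fold of 3.19 ± 0.52. This followed from the small size of the signal after T1, 1006 RPM in *hmo1Δ* beside a total of 1000000.

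A rise of ETS2 as a whole stays open, because the parts before T1 differ. From the end of 25S to the Rnt1 residues the fold was 2.08 ± 0.61 (SD, n = 3). It ranged from 1.39 to 2.49 over the replicates, below the range after T1. The log2 ratio after T1 exceeded that between the Rnt1 residues and T1 by 0.78 ± 0.12 (SD, n = 3), in 3 of 3 replicates, but the Rnt1 residues themselves, at positions 6663 to 6697, rose by a fold of 3.21 ± 0.21. The log2 ratio after T1 minus that of the Rnt1 residues was -0.020 ± 0.16 (SD, n = 3), above 0 in 2 of 3 replicates. The parts after T1 lie on both sides of the Rnt1 residues. Up to the Reb1 site the fold was 4.10 ± 0.97, above the Rnt1 residues in 3 of 3 replicates, with a log2 difference of 0.33 ± 0.25. In the Reb1 site it was 3.65 ± 0.39, and after the Reb1 site 2.47 ± 0.27. The library series stays open too. The *hmo1Δ* replicates correlated with WT at a mean Spearman coefficient of 0.839 over mature rRNA positions, where replicates correlated at 0.973, and a difference between library series and a difference between strains would both give this, so they cannot be told apart. A candidate explanation is more Pol I reaching past T1 without Hmo1, and it was not tested beyond these values.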

How the results depend on the processing

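The alternatives were fixed before the data were examined, except the equal-variance form of the authors' test, which was chosen after seeing the data. Of 156 alternative values for 27 results, 119 kept their direction and side of the threshold or moved by less than the spread, 24 moved, 9 became weaker, 3 became stronger and 1 reversed.

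The rise of ITS1, ITS2 and ETS2 kept its direction under each alternative run, but its size follows the scaling. Scaled to the 4 spacers together, the log2 ratios were 0.54, 0.45 and 0.67, and ETS1 reversed from 0.08 to -0.46. This follows from the construction, since the ratios are then relative to the mean change of the spacers. Scaled to ETS1, ITS1 was at 1.00 and ITS2 at 0.91. Without the highest 2.5% of spacer positions, ETS1 was at 0.25, ITS1 at 1.15 and ITS2 at 1.12. By the median over positions, ITS1 was at 1.03 and ITS2 at 1.09, and without the spacer edges ITS2 was at 1.13. The cause of these smaller shifts was not tested. Leaving out each replicate in turn gave 1.07 to 1.09 in ITS1, 0.97 to 1.00 in ITS2, 1.13 to 1.38 in ETS2 and 0.02 to 0.14 in ETS1. The spacer share was 10.3% without the highest 1% of positions.

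The K-S result depends on the level of the spacer. After division by the spacer's own total, *p* was 0.456 in ITS1, 0.0681 in ITS2 and 0.742 in ETS2. With only 1 in 5 positions it was 0.320 in ETS1 and 0.0702 in ETS2, where fewer positions were tested. The other K-S alternatives kept their side of the threshold. In ETS1 the K-S *p* changed over 3 leave-one-out medians, from 2.14e-04 without replicate 3 to 0.0227 without replicate 2.

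The count of the authors' *p*-values under 0.05 fell from 3341 to 1507 at a threshold of 0.01 (887 higher, 620 lower) and to 1723 after Benjamini-Hochberg adjustment (1012 higher, 711 lower). Spacer positions with all replicates below WT rose from 288 to 513 when the spacers were scaled to their own total, and those with all replicates above moved from 984 to 719. The mean Spearman coefficient was 0.973 over mature rRNA, and 0.974 to 0.986 with each replicate left out in turn. The lag of the highest autocorrelation peak depends on the smoothing. It moved from 300 to 185 positions with smoothing over 25 positions (permutation *p* = 0.0125). The peak in 25S alone had a permutation *p* of 0.705, where fewer positions were tested.

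The base content results depend on how the top positions are chosen. The T difference of 10.3 points had a permutation *p* under 0.05 in 6 of 9 alternatives, and the G difference of 2.63 points had a *p* of 0.05 or more in 6 of 9. The T difference fell to 3.33 with the top 1% (permutation *p* = 0.529), 6.84 with means (*p* = 0.0538) and 3.42 with the top 2.5% of each spacer (*p* = 0.312), and over its alternatives *p* ranged from 0.00221 to 0.529. The G difference rose to 4.80 with the top 5% (permutation *p* = 0.00822), 6.58 with means (*p* = 0.00762) and 7.11 with the top 2.5% of each spacer (*p* = 0.016), and over its alternatives *p* ranged from 0.00762 to 0.431. Leaving out replicate 1 or replicate 3 raised the G difference to 4.47 points (permutation *p* = 0.0769 and 0.0771), and over the 3 sets that left out a replicate T was 7.63 to 9.47 points. The cause was not tested. With 38 positions in each set, small differences in base content may not be detectable, and the power of the test was not measured. No paired analysis was possible because only 1 group of samples has replicates here.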

Differences from the paper's values

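No value of the paper that was also computed here differed by the criteria used with the main settings. The criteria were wide ratios, taken for the K-S *p*-values on the minus log10 scale, so smaller differences would not show. For the Spearman coefficients the paper gives only a lower bound of 0.9, which they exceeded. The comparisons covered the K-S *p*-values of Figure 2, the lower bound of the *hmo1Δ* Spearman coefficients, the highest moving averages of both strains in Fig. 1B, and those of *hmo1Δ* in ITS1, ITS2 and ETS2 in Figure 2.

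The paper's text states that occupancy was significantly altered at the majority of positions of the 35S gene. In the authors' deposited table, 3341 of 6858 positions (48.7%) had a *p*-value under 0.05. The deposited *p*-values equal the unequal-variance form of the authors' test at 6848 of 6848 positions, and the equal-variance form at 3. The equal-variance form, computed from the authors' means and coefficients of variation and chosen after seeing the values, gave 3809 positions (55.5%). The alternatives set before the data were examined are stricter cuts of the same *p*-values, so they can only give fewer positions and do not bear on this statement.

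The paper states that *hmo1Δ* pausing is sensitive to G-rich regions directly downstream of T-rich regions. With the top 2.5% over the spacers together, the T difference had a permutation *p*-value of 0.00557 and the G difference of 2.63 percentage points had a permutation *p*-value of 0.356. The G difference had a permutation *p*-value of 0.00822 with the top 5%, 0.00762 with means in place of medians and 0.016 with the top 2.5% of each spacer, and 0.05 or more in the other 6 alternatives. The T difference had a *p*-value of 0.0538 or more with means, the top 1% and the top 2.5% of each spacer, and under 0.05 in the other 6 alternatives. Across 1470 spacer positions the bases ranked the other way. The change in *hmo1Δ* gave r = 0.265 with G content (permutation *p* = 1e-04) and r = 0.085 with T content (permutation *p* = 0.115). The G correlation was also present in mature rRNA, with r = 0.249.

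The paper describes changes that are larger in the middle and at the 3′ end of the gene. The log2 ratio of ITS1 exceeded that of ITS2 by 0.09 ± 0.04 (SD, n = 3), in 3 of 3 replicates, and the ETS2 value of 1.22 ± 0.28 overlapped both. The order of ITS1, ITS2 and ETS2 depends on the setting. Without 10 positions at each spacer edge, the log2 ratios were 1.10, 1.13 and 1.22, which rise in 5′ to 3′ order by less than the ETS2 spread of 0.26 (SD, n = 3). With the median over positions they were 1.03, 1.09 and 0.95. ETS1 was below the other spacers under each of these settings.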

Other observations

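Some of the tests in this part were chosen after the result was seen, and those on G content, on expected T content and on the autocorrelation without region means were fixed before their values were computed. The rule for judging the ETS1 difference against replicates was revised after its values were known. Except for the autocorrelation peak, which is measured within *hmo1Δ*, the patterns below compare *hmo1Δ* libraries with WT libraries of another series.

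The rise of ITS1, ITS2 and ETS2 against ETS1 was tested against 4 technical explanations. A lower share of mature rRNA in the *hmo1Δ* libraries, as the whole cause, would raise the 4 spacers alike. Against this, ITS1 exceeded ETS1 by 1.00 ± 0.10 on the log2 scale (SD, n = 3). That difference is the same under any common scaling, so mature rRNA as a part of the cause stays open. Scaled to the 4 spacers together, ITS1 was at 0.54 and ETS1 at -0.46. A rise carried by a few positions is argued against by the share of positions with all replicates above WT, which was at least 79.1% in the 3 spacers. Mature ends spilling over the edges would leave little without the edges, but the lowest log2 ratio of the 3 spacers was then 1.10. 3′ ends left by Rnt1 cleavage as the whole of the ETS2 rise is argued against by a fold of 1.84 between the Rnt1 residues and T1. The library series stays open, since over mature rRNA the coefficient with WT was 0.839, and it cannot be told apart from the strain. The absence of Hmo1 stays open as the biological explanation, untested.

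The K-S test of ITS1, ITS2 and ETS2 may reflect level more than pattern. With each spacer divided by its own total, the lowest *p* of the 3 was 0.0681. In ETS1 the K-S distance was 0.090, and the highest between *hmo1Δ* replicates was 0.0857. With a replicate left out, the distance to WT ranged from 0.080 without replicate 2 to 0.114 without replicate 3, on both sides of the replicate pair, so this test leaves open whether the ETS1 difference is larger than that between replicates. The K-S test does not use the order of positions. The order differed more between strains than between replicates in each spacer, by the least in ETS2. The mean Spearman coefficient with WT was 0.795 in ETS1, 0.710 in ITS1, 0.750 in ITS2 and 0.899 in ETS2, and between replicates it was 0.979, 0.975, 0.978 and 0.951.

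The change in *hmo1Δ* follows the G content of the last 10 bases across spacer positions, and the same holds in mature rRNA, with r = 0.249 over 5349 positions (permutation *p* = 1e-04, the smallest that 10000 shifts can give). The paper states that Pol I NET-seq libraries contain mature rRNA contamination, and a sequence bias that differs between the library series is a candidate explanation of the G pattern. How much of the RNA at mature positions is nascent was not measured here, so an effect of Hmo1 on Pol I stays open. The last 3 bases are not the whole cause, since G content at offsets -10 to -4 gave r = 0.300 in the spacers (permutation *p* = 1e-04, the smallest possible). Regression toward the mean is argued against too, since given the log2 WT level the partial r was 0.335 (permutation *p* = 1e-04, the smallest possible).

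The higher T content upstream of the top *hmo1Δ* positions was 10.3 points. The set held fewer ETS1 positions than the WT set, and the spacers differ in T content, from 29.8% in ETS1 to 38.0% in ETS2, but this predicts a shift of only 2.01 points. Selecting the top 2.5% of each spacer left 3.42 points, so the difference may depend on which spacers compete for the top positions.

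The autocorrelation peak near a lag of 300 positions, seen with smoothing over 75 positions, may come from the layout of the gene, with low spacers between high mature rRNAs. After each region's mean was subtracted, the highest peak moved to a lag of 732 and its permutation *p* was 0.412.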
